A study of Homo sapiens with 69 samples. Its data were reported in "Combined Experimental and System-Level Analyses Reveal the Complex Regulatory Network of miR-124 during Human Neurogenesis" (2018).

How the data were processed

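RNA was measured in 69 libraries of iNGN cells, an established human iPSC line with doxycycline-inducible Neurogenin-1 and Neurogenin-2, in 10 groups of genotype (WT or KO) and day (0 to 4 dpi). Per the study's methods and the submitters' processing notes, the authors made directional, poly(A)-selected libraries, sequenced single-end reads, trimmed them with BBDuk, checked them with FastQC, mapped them to the human genome build hg38 with Segemehl and handled alignments with SAMtools 1.3. The authors then counted reads per gene with rnacounter on a GENCODE annotation and deposited whole-number counts for 56269 gene names, with no normalization. Whether the counter used the strand is not given in the sources used here. The methods state that these reads were handled like those of the AGO2 immunoprecipitation, for which only uniquely mapping reads were kept, and do not say separately whether the counter met other reads here. Counts of paralogs such as HSPA1A and HSPA1B, of antisense pairs and of microRNA genes inside longer transcripts are therefore uncertain. Of the gene names, 28 had been turned into dates, with 0.318% of all counts. They stayed in the totals and are not named here, and 8525 gene names had no count in any library. Hairpins and guides were located in GRCh38 by sequence and by a later GENCODE release for the same build.

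The study calls the libraries biological replicates, each genotype is a single clone, and p-values measure the spread between these libraries. The deposited counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the default expression filter (25703 genes kept), a quasi-likelihood fit of 1 mean per group over all 69 libraries, and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. Comparisons were KO against WT at each day, 4 dpi against 0 dpi within each genotype, and the difference of these changes. The study used DESeq2, which is an alternative here. CPM values use the TMM-scaled totals, and log2 CPM for principal components and placement used a prior count of 2. Gene lists were tested with camera from limma 3.58.1 at its preset correlation, with adjustment over the lists of a comparison, and again with a correlation estimated from the data and with fry. In the lists of miR-124 targets and of key genes named after the study, members were taken from the study and are not independent evidence. A list's count is also given adjusted over the list alone for the study's targets.

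Samples were grouped by the genotype and time labels. The gene lists, the tests of the comparisons and the alternatives below were fixed before the data were examined. Several tests of explanations in the closing section were chosen after results had been seen, and each part there names them. The alternatives were RLE size factors, total counts alone, no filter, the replicate number as a block, only the libraries compared, DESeq2 1.42.0, and leaving out each replicate number. Fits without WT 3 dpi replicate 2, and without 4 libraries of 3 dpi, were added after seeing the data. Genes were named by a rule: the key genes and loci of the study; the 10 highest and 10 lowest log2 fold changes at 4 dpi among called genes with a mean log2 CPM of at least 1 and no overlap between the groups; 3 of each for other comparisons; and up to 4 members of each list with the largest absolute log2 fold change at 4 dpi, past the threshold and with a mean log2 CPM of at least 0. The rule took 168 genes of the table, and the text names 93 of them, a subset picked after the values were seen. Among the 10 highest at 4 dpi, 1 gene is not reported here. MIR200B, TTLL10 and TNFRSF4 were named outside the rule, also after their values were seen.

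Checks were run on simulated data. Counts were simulated for KO against WT at 4 dpi over 22067 genes, with 50 genes changed at each fold, up and down in equal number. The test recovered 46% of genes changed 1.25-fold, 88% at 1.5-fold, 94% at 2-fold and 98% at 4-fold, with 9 false calls. In the real comparison 59.0% of the genes tested were called. The simulation therefore does not cover scaling when most genes differ, and its false calls do not carry over. Over 22054 simulated genes, camera called 20 of 20 lists moved 1.5-fold and 0 of 20 unmoved lists. The genes were simulated independently of each other, so this check does not cover lists of correlated genes. For the cell cycle list at 4 dpi the correlation was estimated at 0.48. Placement on the WT path and the 3′ UTR seed regression were also tested on simulated data with known answers. Replicate libraries were compared by a chi-square per gene, which was 2.44 for the closest pair and 6.40 at the median, so no library was counted as a duplicate. Depth was 26233929 to 46016101 counts per library, and genes with few counts are limited by counting error.

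For the closing section, each library was placed at the nearest point of a path of straight segments through the WT day means of log2 CPM. A WT library was placed on a path made without it, and groups were compared with exact two-sided permutation tests. Fold changes of 15045 genes with an annotated 3′ UTR were regressed on the presence of a 7-base seed match, UTR length, GC content and mean expression, and the coefficient was compared with those of shuffled heptamers of the same bases without CG. Of the 15100 tested genes whose symbol has a protein-coding entry in that later GENCODE release, 99.6% had an annotated 3′ UTR. Genes under a symbol absent from it were searched only where the symbol was an older name of a single gene with a 3′ UTR. Other splits of the libraries were drawn 100 times per comparison.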

Results

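The series followed iNGN cells, a human induced pluripotent stem cell (iPSC) line in which doxycycline switches on integrated Neurogenin-1 and Neurogenin-2 cassettes and drives the culture into neurons within days. RNA-seq counts per gene were compared between a clone edited to remove miR-124, a microRNA abundant in neurons (KO), and an unedited control clone of the same line (WT). Samples were taken at 0, 1, 2, 3 and 4 days post induction (dpi), and the design asks how the absence of miR-124 changes gene expression along neuronal differentiation. Each of the 10 groups held 7 libraries, except KO at 0 dpi with 6, which gave 69 libraries. Total counts ranged from 26233929 to 46016101 per library. At 4 dpi the totals were 30575987 to 46016101 in KO and 26318824 to 30916947 in WT (n = 7 each). Levels are given as CPM (counts scaled to a common library total of 1e6), mean ± SD over the libraries of a group, and differences as log2 fold changes of KO over WT ± SE, with the false discovery rate (FDR) of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment. Every value rests on n = 7 libraries per group, and on n = 6 for KO at 0 dpi. Each genotype was a single clone, and the passage number differed between them. The labels do not say whether the libraries of a group came from separate cultures. The p-values therefore measure the spread between these libraries, not between clones.

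The edited loci came first. In GRCh38 the MIR124-1 hairpin lies on chromosome 8 from 9903388 to 9903472 (minus strand), inside the long noncoding RNA gene MIR124-1HG (9899871 to 9919233), which the count table lists as LINC00599. The MIR124-2 hairpin lies on chromosome 8 from 64379149 to 64379257 (plus strand), inside MIR124-2HG (64373105 to 64383919), where annotated exons of the host end at or begin within the hairpin. The MIR124-3 hairpin lies on chromosome 20 from 63178500 to 63178586 (plus strand), antisense to a long noncoding RNA without a name. The guide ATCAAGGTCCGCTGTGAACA matched chromosome 8 at 9903438 to 9903457 and at 64379175 to 64379194, and the guide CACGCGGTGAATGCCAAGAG matched chromosome 8 at 64379215 to 64379234 and chromosome 20 at 63178557 to 63178576. The guide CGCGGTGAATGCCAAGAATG matched chromosome 8 at 9903394 to 9903413, and GTCTATACAATTAAGGCACG matched chromosome 20 at 63178541 to 63178560. The predicted cuts enclosed 58 bases at MIR124-1, 54 at MIR124-2 and 16 at MIR124-3, and left 27, 55 and 71 hairpin bases outside.

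Counts on these loci were higher, not lower, in KO. At 4 dpi the MIR124-2 entry held 0 to 2 counts per WT library and 315 to 464 per KO library (FDR = 1.97e-32), and MIR124-2HG stood at 99.5 ± 7.09 CPM in WT and 398 ± 33.1 CPM in KO (log2 fold change 2.00 ± 0.10, past the FDR threshold). Before induction MIR124-2HG was at 0.408 ± 0.0936 CPM in WT and 0.987 ± 0.341 CPM in KO. At 3 dpi it was at 75.2 ± 22.4 and 108 ± 9.29 CPM, and libraries of the genotypes overlapped. LINC00599 was higher in KO at each day, with log2 fold changes of 0.86, 0.29, 0.55, 0.72 and 1.02 from 0 to 4 dpi. MIR124-3 held 0 counts in each WT library and 0 to 8 per KO library at 4 dpi, and was too low to be tested. These reads come from long RNA and do not measure the mature microRNA. At 4 dpi the MIR124-2 counts set each KO library apart from each WT library. Because part of each hairpin lies outside the predicted cuts, the reads do not show whether the hairpins were removed.

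The inducing factors differed between the clones. NEUROG1 and NEUROG2, the proneural transcription factors carried by the cassettes, were lower in KO at every day. At 1 dpi NEUROG2 stood at 2087 ± 229 CPM in WT and 644 ± 82.1 CPM in KO (log2 fold change -1.70 ± 0.10, FDR = 3.4e-25), and NEUROG1 at 2217 ± 230 CPM and 682 ± 86.3 CPM (-1.70 ± 0.08). The gap was smaller by 4 dpi, at -0.62 ± 0.10 for NEUROG2 and -0.65 ± 0.08 for NEUROG1. Before induction both were at a few CPM, with differences of -1.25 ± 0.15 and -1.45 ± 0.12. In WT at 0 dpi, replicate 1 held 14.2 CPM of NEUROG2 and 16.3 CPM of NEUROG1. The other libraries of that group held 5.56 to 7.51 and 7.57 to 10.5 CPM. The counts may hold reads of the cassettes and of the endogenous genes, which cannot be separated here. The difference runs alongside every KO to WT comparison after induction.

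Day of induction was the main axis of variation. Of the variance of log2 CPM over all tested genes, the first principal component (PC1) held 62.0% and the second (PC2) 13.6%. At 0 dpi the genotypes lay together on PC1, at -176 ± 1.91 for WT and -176 ± 1.23 for KO. They were apart at 1 dpi (-77.1 ± 2.89 and -111 ± 2.80) and at 3 dpi (122 ± 7.46 and 83.2 ± 4.23). At 4 dpi PC1 was 127 ± 4.23 in WT and 134 ± 1.61 in KO, and the separation was on PC2, at -78.9 ± 6.12 and -22.0 ± 3.42. These positions are descriptive and were not tested. The number of genes past the FDR threshold of 0.05 was 2121 at 0 dpi, 9903 at 1 dpi, 9483 at 2 dpi, 16836 at 3 dpi and 15177 at 4 dpi, of 25703 tested. At a fold difference of 1.5 or more the counts were 445, 3284, 2774, 8673 and 7245.

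**Figure D1:**
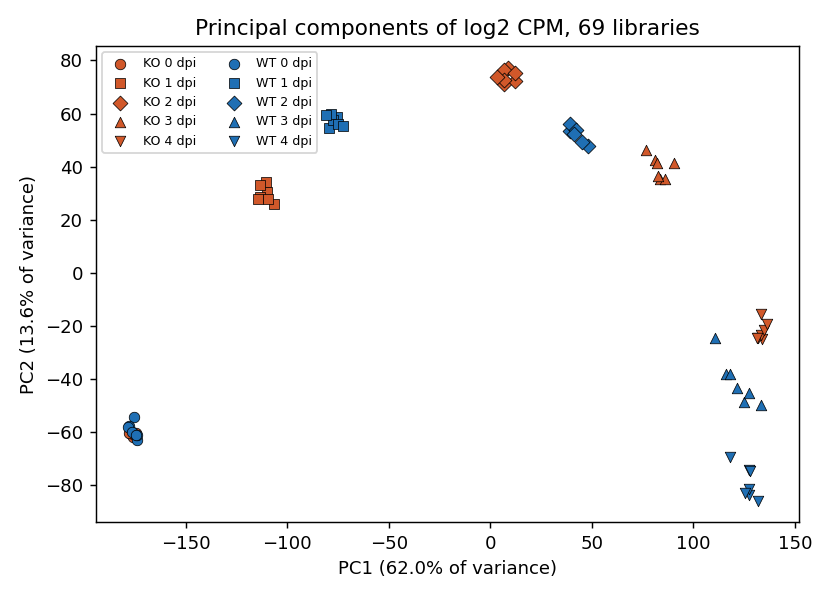
Each point is a library, placed by its PC1 (62.0% of variance) on the x axis and PC2 (13.6%) on the y axis of log2 CPM. Color gives the genotype and symbol the dpi. The WT and KO libraries overlap at 0 dpi and lie apart at 4 dpi on PC2.

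**Figure D2:**
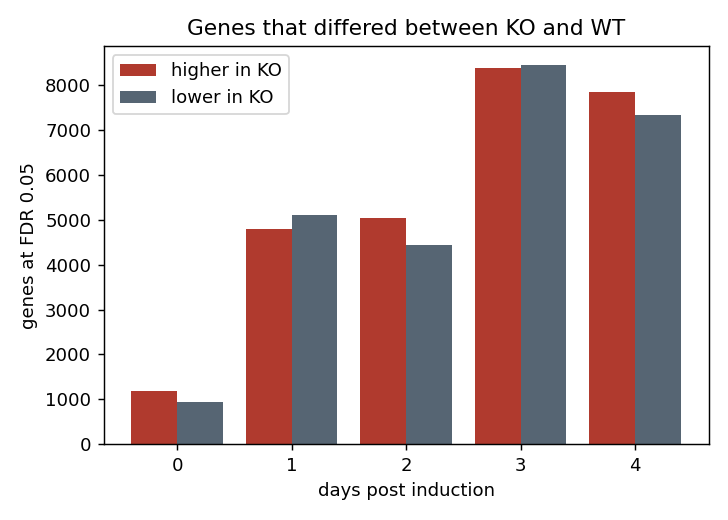
Bars give the number of genes past an edgeR FDR of 0.05 (y axis) that were higher or lower in KO than in WT at each dpi (x axis). The lowest bars are at 0 dpi, 1181 higher and 940 lower, and the highest at 3 dpi, 8382 higher and 8454 lower.

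Before induction the clones already differed in 8.25% of the genes tested, fewer than on later days, and in some of them by a large factor. PEG3, an imprinted gene expressed from the paternal allele, stood at 69.8 ± 6.47 CPM in WT and 0.0538 ± 0.0381 CPM in KO, and stayed near 0 in KO at each later day. PRSS57, a serine protease, was at 13.2 ± 1.36 and 0.0699 ± 0.0676 CPM, and AJAP1, an adherens junction protein, at 2.42 ± 0.307 and 0.0164 ± 0.0180 CPM. SLC30A8, a zinc transporter, was 4.98-fold higher in KO (log2 fold change 2.31 ± 0.19, FDR = 5.7e-16), and POU3F4, a neural POU-domain factor, 3.74-fold higher (1.90 ± 0.13). The pluripotency factors POU5F1 (0.12 ± 0.06, FDR = 0.22) and NANOG (-0.15 ± 0.11, FDR = 0.49) did not pass the test. Of the 2121 genes called, 1181 were higher and 940 lower. Among the fixed lists, textbook miR-124 targets leaned up, with 8 of 26 higher (camera adjusted p = 0.00011, and adjusted p = 0.073 with an estimated correlation). The neurogenin cascade leaned down, with 4 of 20 lower (adjusted p = 0.012, and adjusted p = 0.58 with an estimated correlation).

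At 1 dpi most pluripotency genes were higher in KO and most pan-neuronal genes lower. NANOG, a core pluripotency factor, was 3.01-fold higher in KO (22.6 ± 4.58 against 7.52 ± 1.89 CPM, log2 fold change 1.59 ± 0.12, FDR = 1.9e-18). GDF3, a TGF-beta family ligand of pluripotent cells, was 2.79-fold higher and L1TD1, an RNA-binding protein of pluripotent cells, 1.86-fold higher. SLC17A7, the vesicular glutamate transporter VGLUT1, was lower (-1.51 ± 0.08, FDR = 7.6e-28), as were TUBB3, a neuronal tubulin (-0.58 ± 0.13), and CHAT, the acetylcholine-synthesizing enzyme (-0.81 ± 0.14), while MAP2, a dendritic microtubule protein, was higher (1.17 ± 0.10, FDR = 1.3e-15). Of the 20 pluripotency genes, 17 were higher and 0 lower (adjusted p = 2.3e-17, and adjusted p = 0.0028 with an estimated correlation). Of 22 pan-neuronal genes, 16 were lower and 3 higher (adjusted p = 1.2e-12, and 0.037 with an estimated correlation), and of the 20 genes of the neurogenin cascade 15 were lower (adjusted p = 2.9e-12, and 0.018 likewise). Cholinergic genes were lower in 10 of 18 (adjusted p = 0.0049, and adjusted p = 0.04 with an estimated correlation), and Wnt response genes in 8 of 15 (adjusted p = 0.00047, and 0.024 likewise). Synaptic vesicle genes, 14 of 24 lower (adjusted p = 0.00018), and voltage-gated potassium channels, 9 of 15 lower (adjusted p = 0.0049), lost the call, each at adjusted p = 0.16 with an estimated correlation. Other neuronal lists did not pass the test: glutamatergic genes, SLC17A7 among them, with 6 of 18 higher and 5 lower (adjusted p = 0.93), striatal with 7 of 14 higher and 6 lower (0.93), sensory neuron with 2 of 20 higher and 6 lower (0.27), monoaminergic with 3 of 14 higher and 5 lower (0.34), sodium channels with 3 of 12 higher and 4 lower (0.45), and GABAergic with 2 of 13 higher and 3 lower (0.53). Of the 9903 genes called, 4796 were higher and 5107 lower.

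At 2 dpi most pan-neuronal and synaptic vesicle genes were lower in KO and most textbook targets of miR-124 higher. SLC17A6, the vesicular glutamate transporter VGLUT2, was at 6.17 ± 0.865 CPM in WT and 0.953 ± 0.475 CPM in KO (log2 fold change -2.70 ± 0.20, FDR = 1.2e-18). PAX6, a neural progenitor factor (-1.31 ± 0.10), MAP2 (-1.01 ± 0.09) and GAP43, a growth cone protein (-1.06 ± 0.06), were also lower. CTDSP1, a phosphatase of the REST silencing complex and a textbook miR-124 target, was 1.95-fold higher in KO (0.96 ± 0.07, FDR = 7.7e-19). EGR1, an immediate early transcription factor, was 13.3-fold higher (14.5 ± 3.14 against 1.09 ± 0.408 CPM). Pan-neuronal genes were lower in 19 of 22 (adjusted p = 3.9e-19, and adjusted p = 0.0055 with an estimated correlation), synaptic vesicle genes in 16 of 24 (adjusted p = 1.2e-09, and 0.018 likewise) and glutamatergic genes in 7 of 18 (adjusted p = 0.0017, and adjusted p = 0.0498 with an estimated correlation, which was lost with RLE size factors at 0.0643). Textbook miR-124 targets were higher in 20 of 26 and lower in 0 (adjusted p = 6.1e-16, and adjusted p = 2.5e-05 with an estimated correlation). Neural crest genes were higher in 4 of 11 (adjusted p = 0.006, and 0.018 likewise). Pluripotency genes were higher in 11 of 20 and lower in 2 (adjusted p = 0.00027, and adjusted p = 0.16 with an estimated correlation). The calls of the neurogenin cascade (lower, adjusted p = 0.28 with an estimated correlation), of sodium channels (lower, adjusted p = 0.16 likewise) and of sensory neuron genes (lower, adjusted p = 0.057 likewise) were lost. Other neuronal lists were not called: cholinergic with 5 of 18 higher and 6 lower (adjusted p = 0.066) and GABAergic with 4 of 13 higher and 1 lower (0.12). Nor were monoaminergic with 4 of 14 higher and 3 lower (0.29), striatal with 3 of 14 higher and 5 lower (0.94) and potassium channels with 5 of 15 higher and 6 lower (0.30). Cell cycle genes were higher in 18 of 29 (adjusted p = 0.0019, and adjusted p = 0.49 with an estimated correlation). Of the 9483 genes called, 5033 were higher and 4450 lower.

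At 3 dpi the count of called genes was the highest of the 5 days in the main fit, but not in every other fit. Fitted on only the groups compared, it was 13824 at 3 dpi and 14527 at 4 dpi. SLC17A6 stood at 98.4 ± 28.0 CPM in WT and 11.9 ± 3.45 CPM in KO (log2 fold change -3.05 ± 0.13, FDR = 2.2e-33). GRIN1, the obligatory NMDA receptor subunit, was lower by a log2 fold change of -3.21 ± 0.16, SCN3A, a neuronal sodium channel, by -4.66 ± 0.22, and MAPT, the axonal protein tau, by -2.91 ± 0.11. POU5F1 was 2.02-fold higher in KO (16.2 ± 1.60 against 8.03 ± 0.956 CPM), while NANOG was now lower (-1.60 ± 0.22, FDR = 1.4e-09). Of the 20 pluripotency genes 11 were lower and 7 higher, and the list was not called (camera adjusted p = 0.13). CCNE2, a G1/S cyclin, was 4.87-fold higher in KO and E2F2, an S-phase transcription factor, 2.71-fold higher. All 29 cell cycle genes of the list were higher (adjusted p = 5.1e-23, and adjusted p = 0.021 with an estimated correlation). Pan-neuronal genes were lower in 21 of 22 (adjusted p = 9.8e-19, and 0.009 likewise), glutamatergic in 14 of 18 (5.8e-06, and 0.008 likewise), cholinergic in 13 of 18 (0.0028, and 0.024 likewise), sensory neuron in 16 of 20 (5.8e-08, and 0.0019 likewise) and synaptic vesicle in 20 of 24 (1.4e-07, and 0.035 likewise). Textbook miR-124 targets were higher in 17 of 26 and lower in 4 (adjusted p = 3.7e-06, and 0.014 with an estimated correlation). The neurogenin cascade was lower in 14 of 20 (adjusted p = 0.037, and adjusted p = 0.43 with an estimated correlation) and striatal genes in 7 of 14 (adjusted p = 0.01, and adjusted p = 0.13 with an estimated correlation). Replicate 2 of WT had a root mean square residual of 0.602 log2 units. It was the only library over 1.5 times the median residual of all libraries. The group median was 0.416 in WT and 0.345 in KO, so the WT group as a whole was more spread. Mitochondrial genes took 4.95 ± 0.185% of counts in KO and 4.09 ± 0.295% in WT, and ribosomal protein genes 1.64 ± 0.159% and 1.23 ± 0.0638%. Histone genes took 0.00492 ± 0.000276% in KO and 0.00927 ± 0.000923% in WT, and at 4 dpi 0.00500 ± 0.000308% and 0.00990 ± 0.000809%. Of the 16836 genes called, 8382 were higher and 8454 lower, and 16335 were called without replicate 2 of WT.

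At 4 dpi common neuronal markers differed in both directions, and several ion channel and receptor genes were lower in KO. MAP2 (211 ± 13.1 against 281 ± 35.5 CPM, log2 fold change -0.41 ± 0.08, FDR = 8.16e-06) and TUBB3 (-0.67 ± 0.09) were lower, and RBFOX3, the neuronal nuclear antigen NeuN, was 2.13-fold higher (165 ± 9.84 against 77.4 ± 4.71 CPM). SCN2A, a sodium channel of the axon initial segment, was at 2.67 ± 0.419 CPM in WT and 0.238 ± 0.175 CPM in KO (-3.44 ± 0.30, FDR = 8.11e-17). SCN9A (-3.58 ± 0.18) and SCN3A (-3.44 ± 0.17) were lower as well, while SCN8A, the sodium channel of mature nodes, did not pass the test (0.17 ± 0.09, FDR = 0.092). Of 12 sodium channel genes 5 were lower and 2 higher (adjusted p = 0.17), so the list was not called. Pan-neuronal genes were lower in 13 of 22 and higher in 5 (adjusted p = 0.0025, and adjusted p = 0.39 with an estimated correlation), with MAPT (-2.11 ± 0.09), DPYSL3, a growth cone collapsin-response protein (-1.13 ± 0.06), and GAP43 (-1.03 ± 0.06) among the lower.

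Transmitter genes did not move together at 4 dpi. SLC17A7 was 1.58-fold higher in KO (282 ± 13.6 against 179 ± 9.36 CPM, FDR = 6.87e-13) and SLC17A6 lower (156 ± 18.8 against 235 ± 20.1 CPM, log2 fold change -0.59 ± 0.11). Of 18 glutamatergic genes 13 were lower and 2 higher (adjusted p = 0.0017, and adjusted p = 0.042 with an estimated correlation, which was lost with RLE size factors at 0.0558), including the receptor subunits GRIN1 (-2.77 ± 0.13), GRIK3 (-1.75 ± 0.09) and GRIA3 (-1.64 ± 0.15). CHAT was 2.44-fold higher in KO (26.5 ± 2.23 against 10.9 ± 2.09 CPM, FDR = 5.31e-17), although 12 of the 18 cholinergic genes were lower (adjusted p = 0.0017, and adjusted p = 0.021 with an estimated correlation), among them the nicotinic receptor CHRNA7 (-1.18 ± 0.07) and PRPH, a peripheral intermediate filament protein (-1.25 ± 0.09). The change of CHAT from 0 to 4 dpi was not called as different between the genotypes, so a changed response of CHAT to induction is not shown. Sensory neuron genes were lower in 15 of 20 (adjusted p = 6.9e-06, and 0.0032 likewise), with TAC1, the substance P precursor (-3.46 ± 0.20), and NTRK2, the BDNF receptor (-2.37 ± 0.21). Striatal genes were lower in 8 of 14 (adjusted p = 0.0066, and adjusted p = 0.13 with an estimated correlation), with MEIS2, a homeobox factor (-3.27 ± 0.20), and CALB1, a calcium buffer (-2.00 ± 0.13). TAC1 and SCN9A stand in more than a single list.

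**Figure D3:**
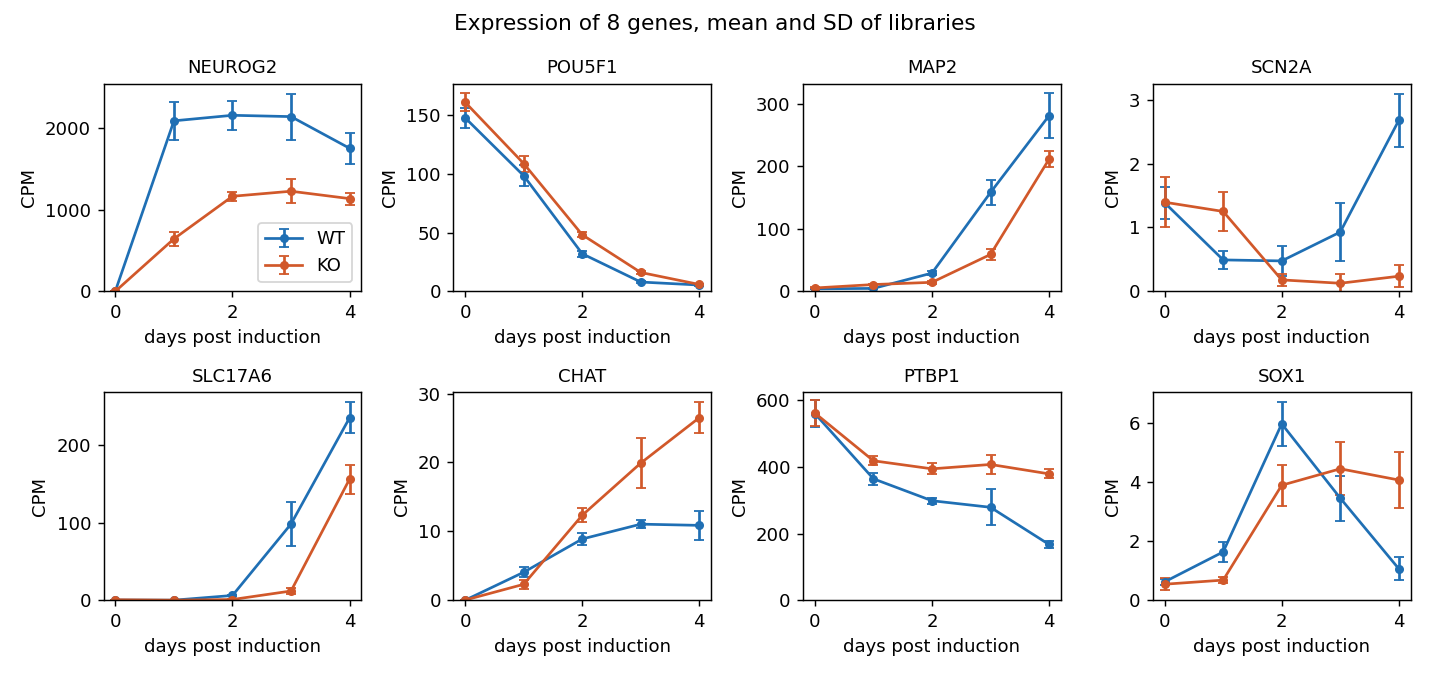
Each panel gives the CPM of a gene (y axis) against dpi (x axis), with points for group means, bars for the SD over libraries, and color for genotype. SLC17A6 is lower in KO at 3 dpi (11.9 against 98.4 CPM) and 4 dpi, PTBP1 is higher in KO at 4 dpi (379 against 167 CPM), and NEUROG2 is lower in KO at each day after induction.

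miR-124 targets were higher in KO at 4 dpi. CTDSP1 was 4.41-fold higher (30.7 ± 2.19 against 6.95 ± 0.818 CPM, log2 fold change 2.14 ± 0.08, FDR = 1.4e-36). PTBP1, the splicing repressor that miR-124 lowers in neurons, was 2.27-fold higher (379 ± 13.2 against 167 ± 11.5 CPM), and its neuronal paralog PTBP2 was lower (-0.68 ± 0.06). IQGAP1, a cytoskeletal scaffold, and SOX9, a glial and neural crest factor, were 3.28-fold and 4.37-fold higher. Of the 26 textbook targets 17 were higher and 7 lower (adjusted p = 3.8e-07, and adjusted p = 0.0032 with an estimated correlation). Of the 98 targets that the study chose, 95 were higher and 1 lower (adjusted p = 3.9e-53, and 2.4e-05 with an estimated correlation), and 95 and 1 when adjusted over the list alone. The study selected that list for higher expression in KO libraries of the same clones, so its direction is not independent evidence. The list went from 23 higher and 43 lower at 1 dpi (adjusted p = 0.0062, and adjusted p = 0.54 with an estimated correlation) to 58 higher and 11 lower at 2 dpi (adjusted p = 2.9e-09, and adjusted p = 0.11 with an estimated correlation) and 81 higher and 5 lower at 3 dpi (adjusted p = 3.6e-16, and 0.024 with an estimated correlation). At 0 dpi 10 were higher and 2 lower (adjusted p = 0.02, and adjusted p = 0.65 with an estimated correlation). Adjusted over the list alone the counts were 16 higher and 2 lower at 0 dpi, 23 and 43 at 1 dpi, 63 and 11 at 2 dpi, and 82 and 5 at 3 dpi. Among its members, TMEM63C, a membrane protein, was 5.81-fold and FAM78A, a gene of unassigned function, 5.36-fold higher at 4 dpi. CD164, a sialomucin, was higher at each day (1.36 ± 0.05 at 4 dpi), and BAX, a pro-apoptotic factor, was slightly higher at 4 dpi (0.16 ± 0.06, FDR = 0.012), a call that was lost with other scaling factors (log2 fold change 0.11 with RLE size factors and with DESeq2, 0.05 with total counts). The zinc finger and other factor genes that the study followed, also a list of the study's choosing, were higher in 5 of 7 (adjusted p = 0.00042, and 0.0028 with an estimated correlation), with ZNF787 at 0.85 ± 0.07, ZNF138 at 1.01 ± 0.07 and GLIS2 at 1.33 ± 0.07. TP73, a p53 family factor of neurons that the list also holds, was 2.95-fold higher, and SERTAD3, a cell cycle regulator, 1.63-fold higher. AGO2, the slicer of the silencing complex, was 2.17-fold higher.

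Cell cycle genes and some progenitor genes were higher in KO at 4 dpi. SOX1, a neural progenitor factor, was at 4.08 ± 0.937 CPM in KO and 1.07 ± 0.383 CPM in WT (log2 fold change 1.92 ± 0.16, FDR = 2.94e-17), and CCND1, cyclin D1, was 4.90-fold higher. PAX6 was slightly lower (-0.23 ± 0.09, FDR = 0.0171), and the call was lost when no filter was applied (-0.20), without replicate 3 (-0.22) and without replicate 6 (-0.21). NEUROD1, a neurogenin target, was slightly higher (0.23 ± 0.09, FDR = 0.0224), and the call was lost with RLE size factors (0.18), with total counts (0.12), without replicate 3 (0.22) and without replicate 4 (0.21). Of 29 cell cycle genes 22 were higher and 2 lower (adjusted p = 0.0017, and adjusted p = 0.48 with an estimated correlation), with E2F1 at 1.27 ± 0.06, E2F2 at 1.68 ± 0.10 and CCNB2 at 0.82 ± 0.08. p53 target genes were higher in 14 of 24 (adjusted p = 0.029, and adjusted p = 0.39 with an estimated correlation), with the damage-response genes PLK3 and GADD45A 2.41-fold and 2.22-fold higher. Wnt response genes were higher in 8 of 15 and lower in 6 (adjusted p = 0.031, and adjusted p = 0.16 with an estimated correlation), with the Wnt deacylase NOTUM 4.96-fold higher. Axon guidance genes went both ways, 16 higher and 11 lower of 32 (adjusted p = 0.018, and adjusted p = 0.45 with an estimated correlation), with the netrin receptor UNC5B 6.63-fold and the semaphorin receptor PLXND1 5.85-fold higher and PLXNA4 lower (-2.88 ± 0.11). POU5F1 was at 5.98 ± 0.496 CPM in KO and 5.49 ± 0.867 CPM in WT (FDR = 0.165), and GDF3 (-3.30 ± 0.28), NODAL (-2.15 ± 0.21) and L1TD1 (-2.11 ± 0.14) were lower in KO.

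The largest differences at 4 dpi were named by rule from genes with no overlap between the KO and the WT libraries. CCL1, a chemokine, was 36.5-fold higher in KO (3.57 ± 0.783 against 0.0955 ± 0.0766 CPM). PADI2, a protein deiminase, was 26.3-fold, SRL, a calcium-binding protein of the sarcoplasmic reticulum, 22.4-fold, POU3F4 14.6-fold and NTSR1, the neurotensin receptor, 14.2-fold higher. CACNA1G, a T-type calcium channel (49.1 ± 5.30 against 3.68 ± 0.812 CPM), CD248, a stromal glycoprotein, C10orf54, also called VISTA, and NFIX, a nuclear factor I protein, followed at 10.8-fold to 13.4-fold. Among the lower genes, RP11-465B22.8 stood at 245 ± 19.7 CPM in WT and 0.165 ± 0.278 CPM in KO, and TTLL10-AS1, a long noncoding RNA on chromosome 1 from 1173056 to 1179555, at 585 ± 45.0 and 0.496 ± 0.650 CPM. MIR429 (chromosome 1, 1169005 to 1169087) and MIR200A (1167863 to 1167952), microRNA genes next to it, were at 9.82 ± 1.36 and 9.33 ± 1.14 CPM in WT and at 0.00706 ± 0.0121 and 0.0262 ± 0.0374 CPM in KO. PEG3 (34.8 ± 1.84 CPM in WT), LINC00452 (41.3 ± 8.05), PRO1804 (21.3 ± 1.49), ANKRD45 (19.4 ± 2.05), AJAP1 (13.1 ± 1.51) and PRSS57 (3.31 ± 0.579) were lower too, with KO means of at most 0.129 CPM (LINC00452). No fold is given for these low KO levels, because fitted values near 0 counts depend on the prior count. The fold of CCL1 rests on a WT level near 0 and has the same limit. TTLL10-AS1 overlaps TTLL10 on the other strand, and the counting is not stated to use strand, so reads of the pair may be mixed.

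At 4 dpi 7845 of the 15177 called genes (51.7%) were higher in KO and 7332 lower. Scaled by total counts alone the share higher was 39.4%, and the median log2 fold change of all genes moved from -0.01 to -0.12. No direction of a gene named here turned under either other scaling. By camera 16 lists passed at 4 dpi, and 7 did with an estimated correlation. Lists that were not called at 4 dpi were pluripotency (12 of 20 lower and 4 higher, adjusted p = 0.11), neural progenitor (7 higher and 6 lower of 16, 0.63), neurogenin cascade (10 higher and 6 lower of 20, 0.13), GABAergic (6 higher and 3 lower of 13, 0.23), monoaminergic (7 higher and 3 lower of 14, 0.46), voltage-gated potassium channel (9 lower and 5 higher of 15, 0.21), synaptic vesicle and release (13 lower and 7 higher of 24, 0.21), apoptosis (12 lower and 11 higher of 30, 0.43) and the microRNA silencing machinery (10 lower and 2 higher of 13, 0.17). The key genes that the study discussed, chosen by it and no independent evidence, were higher in 15 of 27 and lower in 10 (adjusted p = 0.0025, and adjusted p = 0.078 with an estimated correlation). The miR-124 loci were higher in all 3 tested entries (adjusted p = 1.1e-05, and 0.00014 likewise), and the list also passed at 0 dpi (6.3e-09, and 7.9e-07 likewise), 2 dpi (0.00011, and 0.001 likewise) and 3 dpi (0.018, and 0.03 likewise). The change from 0 to 4 dpi was called as different between the genotypes for 0 of these 3 entries. In the monoaminergic list the median and the mean log2 fold change had opposite signs.

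Within each genotype, induction changed most genes. From 0 to 4 dpi 22287 genes changed in WT (11034 higher and 11253 lower) and 21713 in KO (10816 higher and 10897 lower). MAP2 rose 66.2-fold in WT and 37.7-fold in KO, PRPH 621-fold and 574-fold, and SCN3A 209-fold and 27.5-fold. POU5F1 fell in both, with log2 fold changes of -4.75 ± 0.07 in WT and -4.75 ± 0.07 in KO. SCN2A rose in WT (0.95 ± 0.24, FDR = 0.00027) and fell in KO (-2.50 ± 0.32, FDR = 6e-11), and CTDSP1 fell in WT (-1.65 ± 0.08) and rose slightly in KO (0.32 ± 0.07). LINC00682, the long noncoding RNA named by rule, went from 0.0124 ± 0.0155 to 37.4 ± 7.31 CPM in WT, and IDO1, which degrades tryptophan, from 26.7 ± 2.13 to 0.0774 ± 0.0606 CPM. The test of the difference between these changes called 11817 genes, 6499 with a more positive change in KO (55%) and 5318 with a more negative one. With total counts alone the share was 41.9%. That scaling also moved the median log2 change of all genes from -0.01 to -0.12 in WT and from 0.02 to -0.20 in KO.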

Values the study reported

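The study reported 2884 differentially expressed genes between the genotypes before induction, 10820 a day after it, 10897 on day 2, 15196 on day 3 and 15731 on day 4, at an adjusted p-value under 0.05. From AGO2 immunoprecipitation and whole-cell RNA it selected 127 transcripts, of which 98 (77.2%) were predicted targets of miR-124. It counted 38 of the 98 as known before, and 43 of 45 tested 3′ UTRs responded in reporter assays.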

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

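Of the tests in this part, those of depth and host transcription at the hairpins, and those of a deletion, of depth and of neighbours apart from the chromosome 1 genes, were chosen only after the result was seen.

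Total counts of each group, and levels of the named genes at 4 dpi only, were searched for single libraries far from the others. Such libraries were found in 10 of 175 groups of values, where chance alone gives about 5%. In WT at 4 dpi, replicate 6 had 80.5 CPM of SCN8A (mean of the others 116), 1374 CPM of NEUROG2 (1814) and 24.0 CPM of LINC00452 (44.1). In the same group, replicate 7 had 2.61 CPM of NFIX (1.18) and replicate 2 had 24.6 CPM of OLIG2 (22.4). In KO at 4 dpi, replicate 2 had 1.65 CPM of GRIN1 (2.91), replicate 6 had 31.1 CPM of CHAT (25.7), replicate 7 had 286 CPM of AGO2 (248), replicate 5 had 7.38 CPM of SCN3A (4.45) and replicate 1 had 258 CPM of PSAT1 (298).

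The change from 0 to 4 dpi differed between the genotypes, by edgeR's test of the interaction, for 78 of the 93 genes named. Many of these genes were named for a large difference at 4 dpi or in this interaction. The share therefore follows in part from how they were chosen and is no separate finding. Among all 25703 genes tested, the interaction called 11817. Values are log2 changes in KO minus those in WT. Among neuronal and progenitor genes the difference was -0.81 for MAP2, -0.57 for PAX6, 2.11 for SOX1, 1.28 for RBFOX3, -1.92 for MAPT, -1.24 for DPYSL3 and -0.92 for GAP43. Among ion channels it was -3.45 for SCN2A, -3.94 for SCN9A, -2.92 for SCN3A and 3.42 for CACNA1G. Among transmitter and receptor genes it was 0.66 for SLC17A7, -1.59 for SLC17A6, -2.76 for GRIN1, -2.05 for GRIK3, -1.75 for GRIA3, -1.05 for CHRNA7, -4.19 for TAC1, -1.87 for NTRK2 and 3.67 for NTSR1. CHAT was not among the genes called. For MEIS2 and CALB1 it was -3.85 and -1.58, and for the guidance receptors PLXNA4, UNC5B and PLXND1 it was -2.83, 2.35 and 2.57.

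Pluripotency genes differed by -1.0 for NANOG, -3.39 for GDF3, -1.19 for NODAL and -2.03 for L1TD1. Targets of miR-124 and genes the study followed differed by 1.18 for PTBP1, -0.53 for PTBP2, 1.19 for GLIS2, 0.63 for SERTAD3, 1.77 for TP73, 0.92 for ZNF787, 0.42 for ZNF138, 1.97 for CTDSP1, 0.90 for CD164, 1.11 for AGO2, 1.67 for SOX9, 1.49 for IQGAP1, 2.39 for TMEM63C and 1.94 for FAM78A. NEUROG1 and NEUROG2 differed by 0.79 and 0.62. Cell cycle, Wnt and p53 genes differed by 1.29 for E2F1, 1.54 for E2F2, 1.07 for CCNE2, 0.74 for CCNB2, 2.48 for NOTUM, 2.42 for CCND1, 1.41 for PLK3 and 1.41 for GADD45A. Stress and metabolic genes differed by 1.91 for PSAT1, 1.69 for DDIT4, 1.59 for ALDOC, 1.21 for HK2, -1.58 for HSPA1A and -1.43 for HSPA1B, and the glial genes GJA1 and OLIG2 by -2.12 and 1.37.

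Among the largest differences, the values were 7.29 for CCL1, 4.37 for PADI2, 5.03 for SRL, 1.96 for POU3F4, 3.85 for CD248, 3.81 for C10orf54 and 3.45 for NFIX. They were -3.81 for AJAP1, -11.13 for RP11-465B22.8, -9.30 for TTLL10-AS1, -9.57 for MIR429, -8.53 for MIR200A, -7.00 for LINC00452 and -8.23 for ANKRD45. For SLC30A8, EGR1 and MGAT4C they were -1.24, 1.74 and -1.12. Fitted values of genes near 0 counts depend on the prior count and bound nothing.

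Hairpin and host counts of miR-124 were higher in KO. Depth is argued against, since MIR124-2HG CPM at 4 dpi was 4.00 times that of WT after scaling to library totals. More host transcription alone is argued against too, since MIR124-2 counts per MIR124-2HG count were 98.2 times higher in KO. An edited hairpin left in the host RNA may account for the reads, as 55 bases of the MIR124-2 hairpin lie outside the predicted deletion, but it cannot be told apart from other changes at the locus without the reads.

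On chromosome 1, MIR200A, MIR429 and TTLL10-AS1 were lower in KO from 1 dpi on. Depth is argued against, as the lowest ratio of mean CPM, WT to KO at 4 dpi, was 356, and so is deletion of the whole region, as the KO libraries at 0 dpi held 64 counts there. A local difference between the clones may be a cause. Of the other tested genes within 100000 bases, 37.5% had a log2 fold change under -2 at 1 dpi, against 0.658% of all tested genes, but TTLL10 overlaps TTLL10-AS1 and MIR200B lies within 1000 bases of MIR200A. Apart from them it was 1 of 6 genes, TNFRSF4 (-2.02), which was higher in KO at 2, 3 and 4 dpi (1.07, 3.03 and 3.96) and so did not keep the lower level of the 3 genes, and a local difference cannot be told apart from changes of these transcripts alone.

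Chance was examined with 100 splits of the same libraries, the real one included, refitted on the groups compared. For genes called, 1 of the 100 splits (the real one) was as large in each comparison. This argues against a random grouping of these libraries, and says nothing about other clones. The counts were 2410 genes at 0 dpi against 6 in the highest other split, at 1 dpi 10737 against 5442, at 2 dpi 10941 against 5398, at 3 dpi 13824 against 1, and at 4 dpi 14527 against 9011. From 0 to 4 dpi the counts were 20227 against 15452 in WT, 19829 against 18163 in KO and 11933 against 5741 for the interaction. For the study's targets higher in KO at 4 dpi the real split gave 94 and the highest other 87, 1 of the 100 splits being as large, but the study chose these genes for higher expression in KO of the same clones, so this says nothing further. At 1 dpi the real split called 12 lists by camera at its preset correlation, and the highest other split 8. At 2 dpi these were 14 and 13, and at 4 dpi 17 and 15. The main fits called 9, 14 and 16 lists on these days. A random split can hold more KO libraries on 1 side, so the other splits are no clean measure of chance, and no conclusion is drawn. Chance cannot be excluded at 0 dpi, where 36 of the 100 splits gave as many lists (3, highest other 9), or at 3 dpi, where 7 did (14, highest other 16).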

How the results depend on the processing

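The fits without WT 3 dpi replicate 2, and without WT 3 dpi replicates 1, 2 and 5 and KO 3 dpi replicate 8, and the shuffles of replicate numbers, were chosen after seeing the data. Counts of called genes stayed within 1.5 times under RLE size factors, total counts alone, no filter, DESeq2 and only the groups compared. Without WT 3 dpi replicate 2 the count at 3 dpi was 16335, and without the 4 libraries 14689. Without the 4 libraries the count at 4 dpi was 15892, so the peak at 3 dpi depended on the fit. Leaving out each replicate number gave 1493 to 2028 genes at 0 dpi, 8764 to 9852 at 1 dpi, 8577 to 9024 at 2 dpi, 16120 to 16782 at 3 dpi and 14401 to 14797 at 4 dpi. It gave 21886 to 22191 in WT and 21320 to 21588 in KO from 0 to 4 dpi, 10751 to 11553 for the interaction, and 94 to 95 of the study's targets. Pairing by replicate number was not adopted, since only 1 of 31 pairs of WT and KO libraries of a day correlated above 0.1 in their deviations, with a mean of 0.0180 for the same number and -0.00258 for different numbers across groups. Yet 27 of 69 libraries correlated best with their own number, against 8.62 on average and 20 at most in 1000 shuffles of the numbers, which is a hint of a weak structure shared by number. With a replicate block the counts were 2368, 10149, 9678, 16912 and 15242 at 0 to 4 dpi, 22335, 21725 and 12078 for the changes in WT, in KO and their difference, and 95 targets. The number of lists called moved with the set test, by less than 1.5 times only at 3 dpi with an estimated correlation. With that correlation it was 1 at 0 dpi, 5 at 1 dpi, 6 at 2 dpi, 9 at 3 dpi and 7 at 4 dpi, and with fry, which does not compare a list with other genes, 10, 23, 26, 28 and 29 at 0 to 4 dpi. The camera counts at the preset correlation were 5, 9, 14, 12 and 16. Total counts alone brought textbook targets (adjusted p = 0.0286) and key genes (0.0345) past the threshold at 1 dpi. With an estimated correlation they did so for textbook targets at 0 dpi (0.00687), dissociation stress at 1 dpi (0.0426), sensory neuron (0.0249) and cholesterol synthesis (0.00382) at 2 dpi, and key genes at 4 dpi (0.0164). Of the values of named genes under these settings, 2990 kept direction and side of the threshold, 13 no longer passed, 1 newly passed and 0 reversed. The cause was not tested. Genes near 0 counts are limited by depth.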

Other observations

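Of the tests in this part, that of the neurogenin dose was chosen only after the result was seen.

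Stress and metabolic genes differed at 4 dpi. PSAT1, an enzyme of serine synthesis, was at 293 ± 15.6 CPM in KO and 72.2 ± 4.33 CPM in WT, and DDIT4, an inhibitor of mTORC1 signaling, was higher too (log2 fold change 1.91 ± 0.11, edgeR FDR = 5e-26). Integrated stress response genes were higher in 14 of 16 and lower in 1 at 4 dpi (adjusted p = 1.9e-05, and adjusted p = 0.14 with an estimated correlation), and in 5 of 16 at 0 dpi (adjusted p = 0.00028, and adjusted p = 0.58 with an estimated correlation). The list was not called at 1, 2 or 3 dpi (adjusted p = 0.38, 0.15 and 0.30), and at 3 dpi 8 were lower and 6 higher. Glycolysis genes were higher in 10 of 17 at 2 dpi (adjusted p = 0.00047, and adjusted p = 0.28 with an estimated correlation), in 14 at 3 dpi (adjusted p = 0.00013, and adjusted p = 0.26 with an estimated correlation) and in 10, with 3 lower, at 4 dpi (adjusted p = 0.0027, and adjusted p = 0.39 with an estimated correlation). ALDOC, a brain aldolase, and HK2, a hexokinase, were 2.77-fold and 2.54-fold higher at 4 dpi. Cholesterol synthesis genes were higher in 15 of 18 at 2 dpi (adjusted p = 4.2e-09, and adjusted p = 0.051 with an estimated correlation), and at 4 dpi 11 were lower and 3 higher (adjusted p = 0.067, 0.041 with RLE size factors and 0.014 with total counts). With an estimated correlation it was not called under either scaling (adjusted p = 0.47 and 0.33).

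HSPA1A, a heat shock chaperone, stood at 116 ± 11.6 CPM in WT and 13.4 ± 1.06 CPM in KO at 1 dpi, and its near-identical copy HSPA1B moved alike, so reads of the pair are uncertain. Dissociation stress genes were lower in 6 of 15 and higher in 5 at 1 dpi (adjusted p = 0.0049, and adjusted p = 0.092 with an estimated correlation), and were not called at 4 dpi (5 higher and 5 lower, adjusted p = 0.65). MGAT4C, a glycosyltransferase, was higher in KO at 1 dpi (log2 fold change 2.52 ± 0.13). EGR1 was lower in KO at 0 dpi (-1.98 ± 0.18) and higher at 1 dpi (2.05 ± 0.16). Markers of other cell types did not pass as lists at 4 dpi: glia (4 higher and 5 lower of 13, adjusted p = 0.86), neural crest (5 higher and 2 lower of 11, 0.21), mesoderm and endoderm (2 higher and 7 lower of 12, 0.21) and mesenchymal (3 higher and 4 lower of 12, 0.65). For glia the test leaned up although the median and mean lay below 0, and for neural crest the median and mean had opposite signs. GJA1, a gap junction protein, was lower (-2.21 ± 0.11) and OLIG2, an oligodendrocyte and motor neuron factor, higher (1.71 ± 0.08) at 4 dpi.

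KO libraries lay behind WT libraries on the WT time course, at a placed day of 0.731 ± 0.0147 against 1.01 ± 0.0339 at 1 dpi, 1.76 ± 0.0246 against 2.00 ± 0.0508 at 2 dpi and 2.27 ± 0.0341 against 3.08 ± 0.172 at 3 dpi (n = 7 each, exact two-sided permutation p = 0.000583 at each, the smallest this design can give, adjusted p = 0.000728), while the difference at 0 dpi did not pass the test (0.00576 ± 0.00716 against 0.0142 ± 0.0104, exact p = 0.115) and 4 dpi gave 3.10 ± 0.318 against 3.93 ± 0.0800 (exact p = 0.000583). Of the squared distance between the genotypes 37.3%, 22.4%, 62.1% and 21.5% lay along that path from 1 to 4 dpi. Except at 3 dpi most of the difference therefore lay off it. At 4 dpi the KO libraries were placed on different segments of the path, replicates 1 to 4 at 3.33 to 3.36 and 5 to 7 at 2.73 to 2.78. None lay at their mean of 3.10. The path ends at the WT mean of 4 dpi, so no library could be placed beyond it. The test at 4 dpi therefore cannot tell a delay from a difference of another kind. On PC1 the order at 4 dpi was the other way, at 134 ± 1.61 in KO and 127 ± 4.23 in WT. Depth is argued against, since 100.5% of the difference at 1 dpi was kept after thinning. A lower neurogenin dose may be a cause, as NEUROG2 was lower at 1 dpi (-1.70), and it cannot be told apart from genotype with 1 clone each and passage differing too. Loss of miR-124 repression stays open as well: at 1 dpi the seed match coefficient exceeded that of 100% of the control heptamers, but at 0.03 log2 units it does not show that the loss sets the position.

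A hypothesis was that genes with a miR-124 seed match in the 3′ UTR are higher in KO. The coefficient of the heptamer GTGCCTT was 0.01, 0.03, 0.09, 0.12 and 0.10 log2 units from 0 to 4 dpi, over 2411 of 15045 genes with a site, and at 4 dpi it exceeded that of 100% of 99 control heptamers, which is consistent with the hypothesis. A further hypothesis was that miR-200b and miR-429 act in the WT clone only. The coefficient of CAGTATT at 4 dpi was -0.03, above 30.6% of 359 control heptamers, which argues against higher levels of genes with this site in KO. The reads do not measure the mature microRNAs, so a weak activity in the WT clone stays open.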
